# Lack of NHE6 and Inhibition of NKCC1 Associated With Increased Permeability in Blood Labyrinth Barrier-Derived Endothelial Cell Layer

**DOI:** 10.3389/fncel.2022.862119

**Published:** 2022-04-12

**Authors:** Marijana Sekulic-Jablanovic, Jessica Paproth, Cinzia Sgambato, Giuseppe Albano, Daniel G. Fuster, Daniel Bodmer, Vesna Petkovic

**Keywords:** blood-labyrinth barrier, cochlea, NHE6/SLC9A6, hearing loss, NKCC1

## Abstract

Acoustic trauma, autoimmune inner ear disease, and presbycusis feature loss of the integrity of the blood-labyrinth barrier (BLB). Normal BLB function depends on endothelial structural integrity, which is supported and maintained by tight junctions and adherens junctions within the microvascular endothelial layer. When these junctions are disrupted, vascular leakage occurs. Tight junctions and adherens junctions are functionally and structurally linked, but the exact signaling pathways underlying their interaction remain unknown. In addition, solute carriers (SC) are essential for optimal exchange through BLB. Previously, we found that SC family member, the sodium–hydrogen exchanger NHE6, was expressed in all wildtype cochlear tissues, and that *Nhe6*-knockout mice displayed moderate hearing loss. Moreover, NHE6 depletion affected Trk protein turnover and endosomal signaling. Here, we investigated whether NHE6 might impact BLB integrity. We found that *Nhe6*-knockout, BLB-derived endothelial cells showed reduced expression of major junctional genes: *Tjp1*, *F11r*, *Ocln*, *Cdh5*, and *Cldn5*. Co-culturing BLB-derived endothelial cells with pericytes and/or perivascular resident macrophage-like melanocytes in a transwell system showed that monolayers of *Nhe6*-knockout BLB-derived cells had lower electrical resistance and higher permeability, compared to wildtype endothelial monolayers. Additionally, another SC, NKCC1, which was previously linked to congenital deafness, was downregulated in our *Nhe6*-knockout mouse model. Blocking NKCC1 with a NKCC1-specific inhibitor, bumetanide, in wildtype BLB-derived endothelial cells also caused the downregulation of major junctional proteins, particularly *Tjp1* and *F11r*, which encode the zonula occludens and junctional adhesion molecule-1 proteins, respectively. Moreover, bumetanide treatment increased cell permeability. In conclusion, we showed that the lack or inhibition of NHE6 or NKCC1 affected the permeability of endothelial BLB-derived cells. These findings suggested that NHE6 and NKCC1 could serve as potential targets for modifying BLB permeability to facilitate drug delivery across the BLB to the cochlea or to protect the cochlea from ototoxic insults.

## Introduction

Normal hearing depends on the proper function of the stria vascularis (SV) and spiral ligament (SL), located in the lateral wall of the cochlear duct. The SV is responsible for producing the endocochlear electrical potential and maintaining the ion composition of the endolymph (Tasaki and Spyropoulos, 1959). The blood-labyrinth barrier (BLB) within the cochlear SV and SL is a highly specialized capillary network that controls exchanges between blood and the intrastiral space. It enables the selective passage of ions, fluids, and nutrients, maintains cochlear homeostasis, and restricts the influx of blood-born toxic substances (Wangemann, 2006). The BLB comprises capillary endothelial cells, well-developed tight junctions (TJs) and adherens junctions (AJs), pericytes, basement membrane, and perivascular resident macrophage-like melanocytes (PVM/Ms). Interactions and signaling between the endothelial cells, pericytes, and PVM/Ms maintain the fine-tuned regulation of vascular permeability and preserve hearing integrity. Inflammation, noise trauma, aging, or mutations can disrupt the BLB integrity; this increases vascular permeability and causes cochlear edema, which is associated with a number of hearing disorders (Lin and Trune, 1997; Neng et al., 2015; Zhang et al., 2015).

Previously, we investigated the role of solute carrier (SC) family member, *Slc9a6*, which encodes the sodium–hydrogen exchanger 6 (NHE6) within the mouse cochlea, and we focused mainly on the organ of Corti. Sodium–hydrogen exchangers are membrane transporters that exchange Na^+^ ions for protons, which regulates the pH within the cell or cellular compartment. NHE6 controls the pH of endosomes, which is important for endosome recycling. In addition, NHE6 may contribute to protein trafficking. We showed that *Nhe6*-knockout mice displayed significant hearing loss, compared to wildtype littermates, based on elevated hearing thresholds in click-induced and frequency-specific auditory brainstem response measurements. We found that auditory stimuli above the elevated threshold could travel normally along the successive nuclei in the central auditory pathway. That finding indicated that hearing loss in *Nhe6*-knockout animals was due to cochlear damage, and that NHE6 was important for normal hearing function. Those results were based on experiments involving sensory structures in the organ of Corti.

Currently, the physiology and overall properties of the cochlear BLB remain incompletely elucidated, despite the importance of the BLB in transporting substances between the blood and intrastrial space. After isolating endothelial cells, pericytes, and PVM/Ms, we found that a co-culture of all three cell types had the best integrity, and that *Nhe6*-knockout exhibited greater permeability than wildtype. Accordingly, we reasoned that, in addition to its role in the organ of Corti, *Nhe6* may play an important role in the integrity of the BLB in the SV (Kucharava et al., 2020).

The exact mechanisms that regulate the BLB permeability are not well-understood. BLB microvascular endothelial cells are connected by AJs and TJs, and they are supported by the basement membrane, pericytes, and PVM/Ms. It was found that pericytes and PVM/Ms regulated TJ gene expression in endothelial cell monolayers, contributing to greater endothelial cell monolayer integrity and reduced permeability (Neng et al., 2013).

In the present study, we investigated the mechanism underlying the hearing impairment in *Nhe6*-knockout mice by analyzing BLB integrity. We performed RNAseq analyses of primary endothelial cell cultures and found that *Cadh5* was among the 30 most downregulated genes. This prompted us to screen several additional AJ- and TJ-related genes (*Tjp1*, *F11r*, *Occl*, *Cadh5*, and *Cldn*) with quantitative PCR to compare expression levels between knockout and wildtype cells. We found that each of the tested genes was downregulated to a different extent in knockout cells, and lower expression corresponded to higher permeability in the BLB. In addition, we investigated whether blocking another solute carrier, NKCC1 (encoded by the *Slc12a2* gene), Cl^–^, Na^+^, and/or K^+^ ion transporter involved in hearing impairments, might also affect AJ and TJ gene expression in a wildtype-derived endothelial cell monolayer (Gamba, 2005).

## Materials and Methods

### Animal Procedures

All animal procedures were conducted in compliance with the European Communities Council Directive of 24 November, 1986 (86/609/EEC), and they were approved by the Kantonales Veterinäramt, Basel, Switzerland. Steven Walkley of Albert Einstein College of Medicine (Bronx, NY) provided animals with a targeted Nhe6 gene disruption (Jackson Laboratories Stock# 005843, strain name B6.129P2-Slc9a65tm1Dgen). All mice described here were backcrossed for >10 generations into a C57bl6/j (WT) background. Cochleae for culture studies were obtained from mice sacrificed by decapitation on postnatal day 10–12. Animals were maintained on a 12-h light/12-h dark schedule with free access to water and a standard mouse diet.

### Primary Cell Culture Isolation

We generated three primary cell lines with the same protocol, then each cell type was cultured in the appropriate medium. Briefly, cochleae from 10 to 12 days-old mice were harvested under sterile conditions. The SV with SL was gently pulled out and placed in ice-cold PBS. The isolated tissue was cut into small pieces and transferred to a clean 35-mm dish. Tissue fragments were trypsinized with 0.05% trypsin/EDTA for 5 min at 37°C; the reaction was blocked with blocking solution [DMEM and 10% fetal bovine serum (FBS)]. Next, the mixture was pipetted several times to break down the tissue, followed by centrifugation for 5 min at 500 rpm. Then, cells were seeded in 6-well collagen-coated plates (Falcon, cat#353046) at a roughly uniform density, and incubated at 37°C in 5% CO_2_. The cells rested for 48 h, then the medium was replaced every 3 days. Once cells reached higher confluency, the medium was replaced every 2 days. Cell clusters of each phenotype formed at 6–7 days post isolation; then, cells were passaged into 25-cm^2^ collagen-coated flasks (Thermo Scientific, United States, cat#156367). Cultured cells were purified with fluorescence-activated cell sorting according to protocol from Zhang et al. (2017), collected in culture media and cultured in 25 mm^2^ collagen-coated flasks and used for subsequent experiments.

### Culturing Media and Cell Treatment

Endothelial cells were cultured in Endothelial Cell Basal Medium (Sigma, United States, cat#210-500) with 10% FBS (Gibco, United States, cat#10270106), 1% endothelial cell growth factor (Sigma, United States, cat#E1388), and 1% penicillin/streptomycin solution (Sigma, United States, cat#P4333). Pericytes were cultured in Dulbecco’s modified Eagle’s medium (Gibco, United States, cat#12491023) containing 10% FBS (Gibco, United States, cat#10270106), 100 nM pigment epithelium-derived factor (Sigma, United States, cat# SRP4988), and 1% penicillin/streptomycin solution (Sigma, United States, cat#P4333). PVM/Ms were cultured in 254CF medium (Thermo Scientific, United States, cat#M254CF500) containing 1% human melanocyte growth supplement (Gibco, United States, cat#S0025), 10% FBS (Gibco, United States, cat#12491023), and 0.2% gentamicin/amphotericin B solution (Gibco, United States, cat#R01510). For treatment experiments, confluent wildtype BLB-derived endothelial cells were treated with 30 μM bumetanide for 48 h.

### Western Blotting

Endothelial cells were homogenized in cell lysis buffer (Sigma–Aldrich, St. Louis, MO, United States, cat#C3228) with a protease inhibitor cocktail (Sigma–Aldrich, St. Louis, MO, United States, cat#C3228, Cat#P8340) for 1 min on ice. Protein concentrations were determined by the Bradford method using Bio-Rad Protein Assay Dye Reagent Concentrate (Bio-Rad, Switzerland, cat#5000006). Protein concentrations were confirmed using a NanoDrop (Thermo Fisher Scientific, Waltham, MA, United States). Samples were mixed with Laemmli sample buffer (Sigma–Aldrich, St. Louis, MO, United States, cat#S3401), heated at 95°C for 5 min, and then resolved on 4–20% Mini-PROTEAN ^®^ TGX™ precast protein gels (Bio-Rad, Switzerland, cat#4561096). Each endothelial cell culture was obtained from three mice per phenotype and experiment and individual experiments performed three times. After electrophoresis, separated proteins were transferred onto polyvinylidene fluoride membranes. Membranes were first incubated with 5% non-fat dry milk dissolved in PBS-T for 1 h at room temperature to block non-specific protein binding sites. Next, the membranes were washed with PBS-T (3 × 10 min) and then incubated overnight at 4°C in 5% non-fat dry milk in PBS with one of the following primary antibodies: rabbit anti-VE-cadherin (Thermo Fisher, United States, cat#PA5-19612), rabbit anti-NKCC1 (Thermo Fisher, United States, cat# PA5-98154). The membranes were then washed with PBS-T (3 × 10 min) and incubated for 1 h at room temperature with the appropriate horseradish peroxidase-conjugated secondary antibody. After washing, immunoreactive protein bands were visualized using Super Signal West Dura Extended Duration Substrate (Thermo Fisher Scientific, Waltham, MA, United States, Cat#34076). An anti-β-actin antibody was used as a control to demonstrate equivalent protein loading. The intensity of the immuno-positive bands was determined using Fiji-win 32 software, capturing the identical regions on each blot, deducting the background signal. The intensity of all proteins of interest was normalized to the intensity of β-actin in the same sample.

### Immunofluorescence

Test samples of each cell phenotype were grown on 4-well collagen-coated glass-bottom dishes (Ibidi, Germany, cat#80426). Cells were fixed in 4% paraformaldehyde (Sigma, United States, cat# 158127) in PBS (Sigma, United States, cat# P4417), permeabilized with 0.1% Triton X-100 (Sigma, United States, cat#X100) in PBS, then incubated for 1 h at room temperature with anti-von Willebrand factor (vWf, Sigma, United States, cat#F3520), anti-PDGFR-β (Santa Cruz Biotechnology, United States, cat#sc374573), anti-F4/80 (Abcam, United Kingdom, cat#ab6640), anti-ZO1 or anti-NKCC1 (Thermo Fisher, United States, cat#33-9100, cat#PA5-66620) primary antibodies. Next, samples were washed and incubated with appropriate secondary antibodies (Thermo Fisher, United States, cat#A2124, cat#A-11001, cat#A-11008) as well as Alexa Fluor 488- or Rhodamine-labeled phalloidin (Thermo Fisher, United States, cat#A12379, cat#R415) in PBS-T for 1 h at room temperature. Samples were washed with PBS and incubated with DAPI for 5 min. Then, cells were washed with PBS and mounted on microscope slides with Dako Fluorescent Mounting medium (Dako, Denmark, cat#S3023). Images were captured by Nikon Eclipse Ti2 inverted widefield microscope. The intensity of the immunofluorescence signal was determined using Fiji-win 32 software.

### Mono-Culture and Co-culture Models

For the mono-culture, purified endothelial cells were passaged 3 times, seeded at a density of 4 × 10^4^/cm^2^, and grown on Transwell membrane inserts (Corning, United States, cat#3470) coated with collagen. For cultures, pericytes, with or without PVM/Ms, were combined with endothelial cells (harvested after three passages and seeded at a density of 4 × 10^4^/cm^2^), then grown on the fibronectin coated inserts for at least 5 days. Pericytes and PVM/Ms were used between passages 3 and 5. Cells were passaged at 80–90% confluency. Inserts contained 800 ml of medium in the basolateral compartment and 250 μl in the apical compartment.

### Transepithelial Electrical Resistance and Endothelial Monolayer Permeability Assessment

Transepithelial electrical resistance (TEER) was measured with an Epithelial Voltohmmeter (EVOM). We used an AC square wave at a frequency of 12.5 Hz to avoid any charging effects on the electrodes or the cell layer. The EVOM measurement range was 1–9999 Ω, and the resolution was 1 Ω. The EVOM included a pair of electrodes, popularly known as STX2 or “chopstick” electrodes. Each stick of the electrode pair (4-mm wide and 1-mm thick) contained a silver/silver chloride pellet for measuring voltage and a silver electrode for passing current. The measurement procedure included measuring the blank resistance (R_BLANK_) of the semipermeable membrane only (without cells), and then measuring the resistance across the cell layer on the semipermeable membrane (R_TOTAL_). The cell specific resistance (R_TISSUE_) in units of Ω, can be obtained as:

$${\text{R}}_{\text{TISSUE}}\,\left(\Omega \right)={\text{R}}_{\text{TOTAL}}-{\text{R}}_{\text{BLANK}}$$

Where resistance is inversely proportional to the effective area of the semipermeable membrane (M_AREA_) which is reported in units of cm^2^.

$${\text{R}}_{\text{TISSUE}}\,\left(\Omega \right)\,\alpha \,\frac{1}{{\text{M}}_{\text{AREA}}\,\left({\text{cm}}^{2}\right)}$$

TEER value is reported in units of Ω′⋅cm2 and calculated as:

$${\text{TEER}}_{\text{REPORTED}}={\text{R}}_{\text{TISSUE}}\,\left(\Omega \right)\times {\text{M}}_{\text{AREA}}\,\left({\text{cm}}^{2}\right)$$

After cultures reached steady-state TEER, we measured the permeability of the endothelial cell monolayer to FITC-dextran (MW: 70 kDa). We measured three types of cell monolayers: an endothelial cell monolayer, a co-culture monolayer, and a tri-culture monolayer. The apparent permeability coefficient (Papp) of dextran was determined, as follows: Papp = Δ*Q*(t)/*Ac*_0_Δt, where Δ*Q*/Δ*t* is the permeation rate (μM s^–1^) of the dextran across the microporous membrane, which is calculated from the initial straight slopes; *A* is the surface area of the membrane (i.e., 0.32 cm^2^), and *c*_0_ is the initial dextran concentration in the donor chamber at *t* = 0 (μM) (Artursson, 1990). Experiments were performed in triplicate, and results are presented as the mean ± SD.

### RNA Sequencing

The RNA isolation, preparation, quality assessment, and sequencing and the differential gene expression analyses were performed by Microsynth AG, which had a certified quality management system (ISO 9001:2015). New generation sequencing and Sanger sequencing were accredited according to the standard ISO/IEC 17025:2005 (STS 0429). Briefly, we isolated cells of each phenotype from a minimum of six mice per phenotype and culture. Three culture samples for each phenotype were sent for analysis. The cells were dissociated in RNA lysis buffer and sent to Microsynth AG on dry ice. The bioinformatic analysis included a standard eukaryotic differential gene expression analysis (reference mm10). The sequencing included 220,745,743 total past filter reads, 16,445,368,036 total past filter bases, and a mean read length of 75 bp.

### Quantitative PCR Protocol and RNA Isolation

RNA was isolated from 10 SV and SL per phenotype and experiment with a Direct-Zol RNA MiniPrep kit (Zymo Research, Germany, cat#R2050), according to the manufacturer’s instructions. Total RNA (1000 ng) was reverse transcribed with a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, United States). We analyzed triplicate samples with quantitative PCR on an ABI Prism 7900HT Sequence Detection System (Applied Biosystems, United States), with the Power Sybr Green Master Mix (Applied Biosystems, United States). Primers (synthesized by Microsynth, St. Gallen, Switzerland) that targeted *vWf*, *Slc2a1*, *Cd34*, *Des*, *Pdgfrb*, *Cspg4*, *Gsta4*, *Emr1*, *Tjp1*, *F11r*, *Ocln*, *Cdh5*, *Cldn5*, and *Gapdh* were added at a final concentration of 250 nM per reaction. The primer sequences are listed in Supplementary Table 1. The relative quantities of specifically amplified cDNAs were calculated with the comparative threshold cycle method, and *Gapdh* expression levels were used as the endogenous reference.

### Statistical Analysis

Statistical analyses were performed with GraphPad Prism software (San Diego, CA, United States). Multiple groups were compared with a two-way analysis of variance, and two groups were compared with an unpaired Student’s *t*-test. Data were confirmed to be normally distributed by conducting a Shapiro-Wilk test. *P*-values < 0.05 were considered significant.

## Results

### *Nhe6*-Knockout Downregulated Adherens and Tight Junction Gene Expression

The permeability of endothelial monolayers relies on the abundance and proper formation of cell-cell junctions. After establishing appropriate selective culture conditions and confirming each primary cell type phenotype (Supplementary Figure 1), we first evaluated the expression of major genes involved in forming adherens and tight junctions in endothelial cell monolayers: *Tjp1*, *F11r*, *Ocln*, *Cdh5*, and *Cldn5*. We compared gene expression levels between the *Nhe6*-knockout and wildtype cells. Overall, the expression levels of adherens and tight junction-related genes were significantly lower in the *Nhe6*-knockout than in wildtype cells, and the reduced levels were observed for *Tjp1*, *F11r*, *Cdh5*, *Ocln*, and *Cldn5* (Figure 1A). Low *Cdh5* expression level was confirmed by significantly decreased VE-cadherin protein presence in *Nhe6*-knockout (Figure 1B). In contrast to *Tjp1* gene expression, ZO-1 immunostaining showed no differences in the tight junction protein expression between wildtype and *Nhe6*-knockout cells (Figure 1C).

**FIGURE 1:**
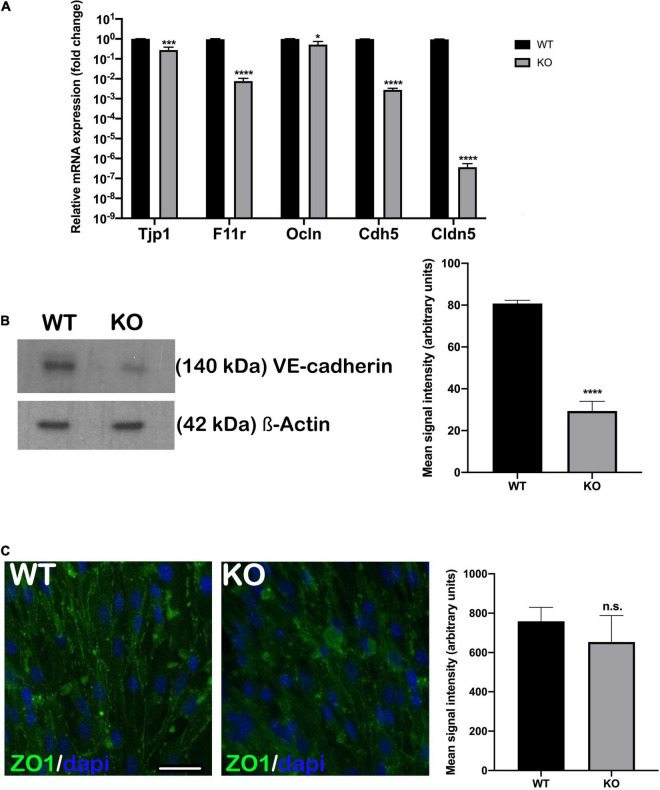
Endothelial junctional gene expression was downregulated in *Nhe6*-knockout cells. **(A)** Relative expression of genes that encode the major adherens and tight junction proteins, *Tjp1*, *F11r*, *Ocln*, *Cdh5*, and *Cldn5* are compared between *Nhe6*-knockout (KO) and wildtype (WT) cells. The overall expression levels of adherens and tight junction-related genes were significantly lower in KO than in WT cells, and the most prominent downregulations were in *Tjp1*, *Cdh5*, and *Cldn5*. Data represent the mean (SD); (*n* = 3). **(B, left panel)** Representative western blot image showing decreased VE-cadherin protein presence in *Nhe6*-knockout EC cell lysate. **(B, right panel)** Western bolt signal quantification. Each endothelial cell culture was obtained from three mice per phenotype and experiment, and individual experiments performed three times (*n* = 3); Data represent the mean (SD); *P < 0.05, ***P < 0.001, ****P < 0.0001. ß-actin was used as a loading control. **(C, left panel)** Immunostaining shows the expression of tight junction protein, ZO1 (green), in WT and KO endothelial cells. **(C, Right panel)** ZO1 immunofluorescence signal quantification. Samples from five mice were pooled per phenotype and experiment; (*n* = 3); Scale bar, 50 μm. Data represent the mean (SD); (*n* = 3); n.s., not significant.

### Transepithelial Electrical Resistance and Permeability Altered in *Nhe6*-Knockout Compared to Wildtype Cells

Initial TEER measurements showed higher TEER values in monolayers of endothelial cells and pericytes, and particularly, in monolayers of endothelial cells, pericytes and PVM/Ms, compared to an endothelial cell monolayer, in both *Nhe6*-knockout and wildtype samples (Figure 2A). This result was consistent with previous findings that co-cultures of endothelial cells, pericytes, and PVM/Ms contributed to higher membrane integrity, compared to mono-cell cultures (Neng et al., 2013).

**FIGURE 2:**
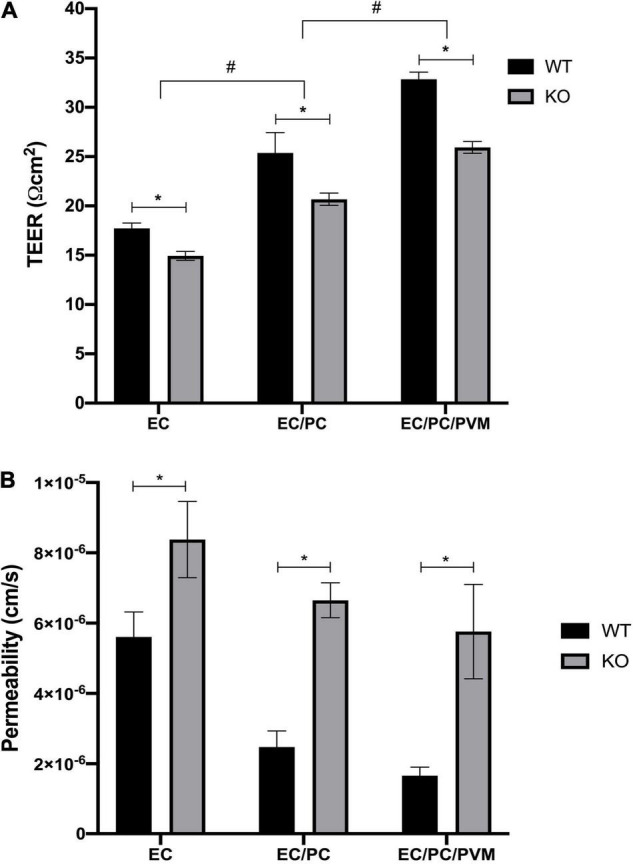
Effects of *Nhe6*-knockout on TEER and permeability of endothelial monolayers. TEER measurements for wild-type (WT) and *Nhe6*-knockout (KO) mice. **(A)** Transwell model drawing with TEER results. Measurements were performed in monolayers of mono-cultures of endothelial cells (EC; light gray columns), co-cultures of ECs and pericytes (EC/PC; medium gray columns), and tri-cultures of EC/PCs and perivascular resident macrophage-like melanocytes (EC/PC/PVM/M; dark gray columns). Error bars represent the mean ± SD; (*n* = 3). *P < 0.05; significant difference between WT and KO in each culturing condition. #*P* < 0.05; significant differences between mono-cultures, co-cultures, and tri-cultures. **(B)** Permeability of dextran (70 kDa) across endothelial monolayers, co-culture monolayers, and tri-culture monolayers of WT and KO cells. Dextran was added to the apical chambers of Transwells, at a final concentration of 10 μM. Dextran that permeated to the basolateral chambers was evaluated with the HPLC method. Data represent the mean ± SD; (*n* = 3). *P < 0.05, compared between WT and KO, based on one-way analysis of variance.

Next, we investigated the effects of tight junction protein downregulation in *Nhe6*-knockout cultures by measuring permeability with FITC-labeled 70-kDa dextran. In all three tested culture models, *Nhe6*-knockout monolayers exhibited higher permeability than wildtype monolayers (Figure 2B). This finding prompted us to investigate the whole genome to determine whether any other differences between the two phenotypes might lead to increased permeability in *Nhe6*-knockout monolayers.

### RNA Sequencing Reveals Altered Gene Expression in *Nhe6*-Knockout Cells

To investigate the increased permeability in endothelial cells isolated from *Nhe6*-knockout SVs, we investigated changes in gene expression that might be associated with permeability. RNA sequencing was performed in samples of primary endothelial cell cultures of both *Nhe6*-knockout and wildtype SVs.

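Endothelial cells were cultured from the stria vascularis of mice on postnatal days 10 to 12, with at least 6 mice per culture. RNA of 3 *Nhe6*-knockout and 3 wildtype cultures was enriched for poly(A) transcripts and sequenced with 75 bp reads, with 1 stranded library per culture. The authors deposited the number of reads counted on each gene symbol in each library, without normalization, from reads placed on the mouse reference mm10 (GRCm38). Between 25587097 and 29126232 reads per library were counted on genes, with a median of 28370941 in *Nhe6*-knockout and 27367007 in wildtype cultures. The table listed 24421 genes, of which 13479 had enough counts to be tested. Counts were normalized for library size by edgeR's TMM method and compared between the genotypes with edgeR's quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment over all genes tested. Fold changes are given for *Nhe6*-knockout relative to wildtype, and the standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Wildtype replicate 2 lay apart from the other libraries on the first principal component of the log2-transformed counts, at 106 against -28.5 to -6.52.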

We analyzed the 30 most downregulated genes in *Nhe6*-knockout compared to wildtype cells. These genes were involved in various cellular processes. 

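Of all genes tested, 6998 had a log2 fold change below 0 in *Nhe6*-knockout cells, and 1596 genes in either direction had an unadjusted p under 0.05. After adjustment, 9 genes had an adjusted p under 0.05 in edgeR's test, of which 5 were lower and 4 were higher in *Nhe6*-knockout cells. The alternative that moved this number most was DESeq2's Wald test, with 627 genes, of which 245 were lower and 382 were higher. Without wildtype replicate 2, edgeR's test gave 395 genes, and the fits without 1 of the other cultures gave 0 to 4. The heatmap of the most downregulated genes (Figure 3A) shows 31 gene symbols, and each of them was tested and had a log2 fold change below 0, with a median of -2.74. *Mybpc1*, at or under 3 counts in each *Nhe6*-knockout library, was at least 29.0-fold lower than the wildtype mean. Wildtype replicate 2 raised that mean, with 152 normalized counts against 59.7 and 49.2 in the other wildtype cultures. For 30 of these 31 genes, each *Nhe6*-knockout culture had a lower normalized count than each wildtype culture, and *Trdn* was the exception. Among all genes tested, 19.9% had no overlap between the genotypes in either direction, against 10% by chance. The adjusted p over all genes tested was under 0.05 for 4 of the 31 genes, among them *Hprt*, *Wdfy1* and *Cdh5*. Adjusted over the list alone, it was under 0.05 for 31 genes, which is not independent evidence because the study chose the list on these libraries. Adjusted over all genes tested, the number was 31 with DESeq2 and 20 without wildtype replicate 2, within a range of 0 to 31 across 13 alternatives. Among the 31 lower genes with the smallest p in edgeR's test, 11 were genes of the heatmap. DESeq2's shrunken fold change was also used to rank the lower genes with an adjusted p under 0.05 in that fit. Of the 31 lowest of these, 25 were genes of the heatmap.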

Some of the most prominent differences were found for *Hprt*, *Cdh5*, *Thbd*, *Nov*, *Ptgis*, *Lepr*, *Fgf10*, *Ppl*, *Wdfy1*, *Epyc*, *Slc17a8*, and *Igfbp2* (Figure 3A). 

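All 12 of these genes had a lower normalized count in each *Nhe6*-knockout culture than in each wildtype culture. The adjusted p was under 0.05 for 3 of the 12 genes in edgeR's test, for 8 without wildtype replicate 2 and for 12 with DESeq2. *Hprt* lies on chromosome X of GRCm38 from 52988137 to 53021659. Its normalized count was 14.9 ± 2.52 (SD, n = 3 cultures) in *Nhe6*-knockout and 2383 ± 577 (SD, n = 3) in wildtype cells, a log2 fold change of -7.31 (standard error 0.28, adjusted p = 0.00138). *Wdfy1* lies on chromosome 1 from 79702262 to 79776143 and had 564 ± 24.6 normalized counts (SD, n = 3) in *Nhe6*-knockout and 2530 ± 200.3 (SD, n = 3) in wildtype cells. Its log2 fold change was -2.16 (standard error 0.12, adjusted p = 0.00614). Without *Nhe6*-knockout replicate 1, 2 or 3, the adjusted p of *Wdfy1* was no longer under 0.05 and reached 0.173. *Wdfy1* is among the genes listed beforehand for differences between C57BL/6 substrains, and another gene of that list, *Nnt*, was also lower in *Nhe6*-knockout cells. The other 7 genes not discussed individually, *Ptgis*, *Lepr*, *Fgf10*, *Ppl*, *Epyc*, *Slc17a8* and *Igfbp2*, had log2 fold changes between -2.93 (*Ptgis*) and -2.04 (*Igfbp2*). Their adjusted p lay between 0.0757 (*Fgf10*) and 0.280 (*Slc17a8*). For *Ptgis* the wildtype mean rested on replicate 2, with 2842 normalized counts against 732 and 444 in the other wildtype cultures, and the log2 fold change without it was -1.75.

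**Figure D1:**
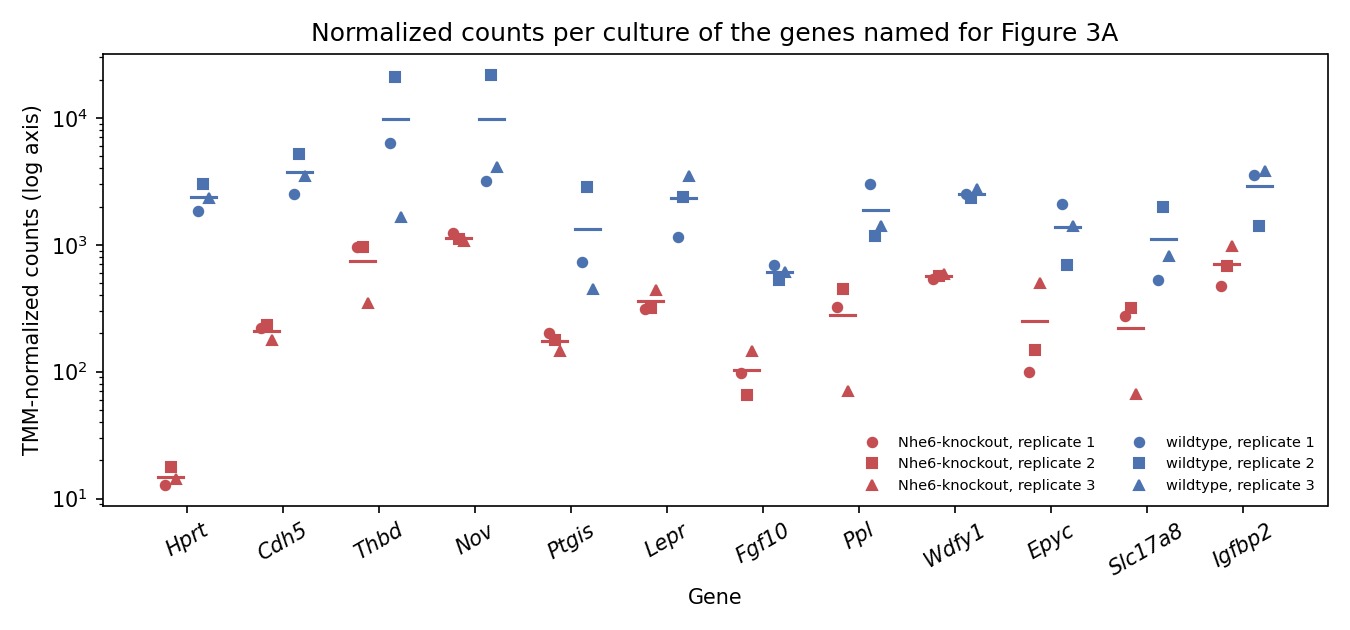
TMM-normalized counts of the 12 genes in each culture, on a log axis, with *Nhe6*-knockout cultures in red and wildtype cultures in blue. Circles, squares and triangles stand for replicates 1, 2 and 3, and each horizontal line is the mean of 3 cultures; for each gene the 3 *Nhe6*-knockout cultures sit under the 3 wildtype cultures.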

*Cdh5* was particularly interesting, because it encodes vascular endothelial cadherin (VE-cadherin), one of the main components of the BLB. 

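*Cdh5* lies on chromosome 8 of GRCm38 from 104101625 to 104144511. Its normalized counts were 220, 232 and 179 in *Nhe6*-knockout replicates 1 to 3 and 2509, 5200 and 3470 in wildtype replicates 1 to 3. The means were 210 ± 27.9 (SD, n = 3) and 3726 ± 1363 (SD, n = 3), a log2 fold change of -4.15 (standard error 0.31, adjusted p = 0.0133 from edgeR). With each culture left out in turn, the log2 fold change stayed between -4.37 and -3.83, and the adjusted p lay between 0.00548 and 0.179. The adjusted p was under 0.05 in 2 of these 6 fits, without wildtype replicate 1 and without wildtype replicate 2. Of 25 listed endothelial genes, *Cdh5* included, 13 were below the filter on low counts, among them *Pecam1* with at most 8 reads in any library. Another 9 had a mean of at least 100 normalized counts over the 6 libraries, among them *Emcn*, *Eng*, *Flt1* and *Cd34*. Such a mean was also found for 15 of 15 listed fibroblast genes and 7 of 15 listed mural genes. It was found for 6 of 15 listed macrophage genes and 2 of 12 listed melanocyte genes.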

VE-cadherin plays the important role of controlling the cohesion and organization of intercellular junctions. Among the other genes of interest, *Thbd* encodes thrombomodulin, an endothelial-specific type I membrane receptor that binds thrombin. 

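*Thbd* lies on chromosome 2 of GRCm38 from 148404466 to 148408188. Its normalized count was 751 ± 351 (SD, n = 3) in *Nhe6*-knockout cells. In the 3 wildtype cultures it was 6382, 21106 and 1655, with a mean of 9714 ± 10144 (SD, n = 3). Its log2 fold change was -3.69 (standard error 0.97, adjusted p = 0.210), which did not pass the threshold of edgeR's test over all genes. Without wildtype replicate 2, which had the most counts, the log2 fold change was -2.42. With DESeq2 the adjusted p was 1.41e-04, and across 14 alternatives it lay between 1.41e-04 and 0.656.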

Thrombomodulin is involved in anti-inflammatory and barrier-stabilizing processes (Wenzel et al., 2020). 

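*Nov* lies on chromosome 15 of GRCm38 from 54745702 to 54754039. It had 1135 ± 85.4 normalized counts (SD, n = 3) in *Nhe6*-knockout cells and 3158, 21911 and 4080 in the 3 wildtype cultures. The log2 fold change was -3.10 (standard error 0.79, adjusted p = 0.195). Leaving out wildtype replicate 2 brought the log2 fold change to -1.68 and its adjusted p to 0.0145, within a range of 2.61e-04 to 0.661 across 14 alternatives.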

*Nov* (nephroblastoma overexpressed) encodes a matricellular protein that regulates multiple cellular activities, including cell adhesion, migration, proliferation, differentiation, and survival (Zhang and Wang, 2011).

**FIGURE 3:**
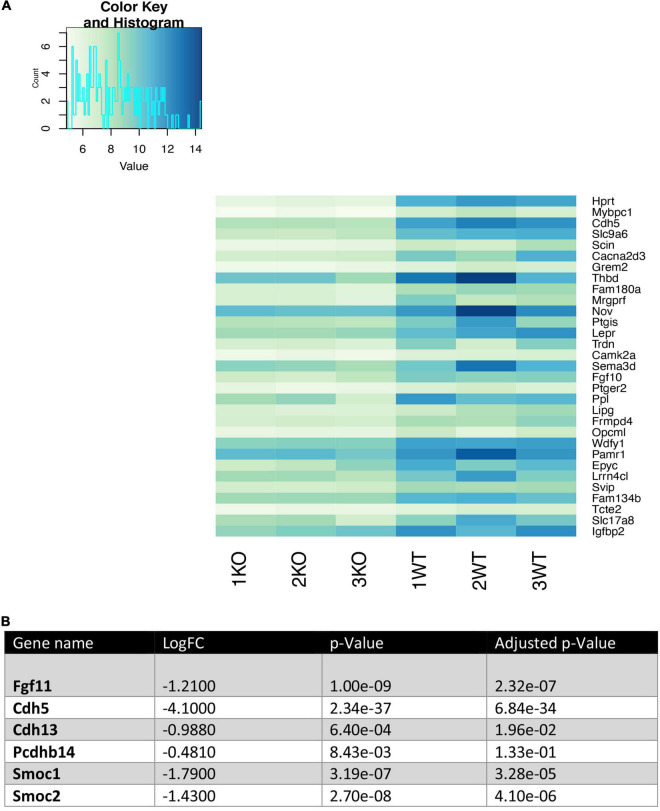
Heatmap of the 30 most downregulated genes in *Nhe6*-knockout compared to wildtype endothelial cells. Heatmap shows RNA sequencing results of the 30 most downregulated genes in *Nhe6*-knockout (KO) compared to wildtype (WT) cells. **(A)** Some of the most prominent differences are evident for *Hprt*, *Cdh5*, *Thbd*, *Nov*, *Ptgis*, *Lepr*, *Fgf10*, *Ppl*, *Wdfy1*, *Epyc*, *Slc17a8*, and *Igfbp2* genes. These genes affect multiple cellular processes, including: cell cohesion, organization of intercellular junctions, barrier stability, cell adhesion, migration, proliferation, differentiation, and survival. **(B)** Several other genes that directly or indirectly influence the integrity of the endothelial cell layer were downregulated in KO compared to WT endothelial cells. Samples from six mice were pooled per phenotype and experiment; (*n* = 3).

In addition, several other genes that influence endothelial cell monolayer integrity were downregulated in *Nhe6*-knockout cells compared to wildtype cells (Figure 3B). For example, *Fgf11* regulated the expression of tight junction proteins in human umbilical vein endothelial cells; indeed, overexpression of *Fgf11* increased the expression of tight junction proteins, occludin, ZO-1, and claudin-5 (Yang et al., 2015). 

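Figure 3B shows 6 genes, *Cdh5* among them, and for each of the 6 the *Nhe6*-knockout cultures all had lower normalized counts than the wildtype cultures. In edgeR's test over all genes, the adjusted p was under 0.05 for 1 of them, *Cdh5*, and with DESeq2 it was under 0.05 for 5. It was under 0.05 for 4 of the 6 without wildtype replicate 2. Adjusted over the list alone, it was under 0.05 for 6, on a list that the study chose on these libraries. *Fgf11* lies on chromosome 11 of GRCm38 from 69796068 to 69801857 and had 124 ± 2.14 normalized counts (SD, n = 3) in *Nhe6*-knockout and 301 ± 26.8 (SD, n = 3) in wildtype cells. Its log2 fold change was -1.27 (standard error 0.18, adjusted p = 0.0800). Across 14 alternatives the adjusted p of *Fgf11* lay between 1.05e-07 and 0.471, and it was 0.0346 without wildtype replicate 2.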

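*Cdh13* lies on chromosome 8 of GRCm38 from 118283733 to 119324921 and had 160 ± 32.2 normalized counts (SD, n = 3) in *Nhe6*-knockout and 377 ± 149 (SD, n = 3) in wildtype cells. Its log2 fold change was -1.24 (standard error 0.33, adjusted p = 0.212), and with DESeq2 its adjusted p was 0.0209, within a range of 0.0209 to 0.682 across 14 alternatives. *Pcdhb14* lies on chromosome 18 from 37447656 to 37456350, within the cluster of protocadherin beta genes. It had 173 ± 11.8 normalized counts (SD, n = 3) in *Nhe6*-knockout and 286 ± 68.9 (SD, n = 3) in wildtype cells, a log2 fold change of -0.72 (standard error 0.23, adjusted p = 0.301). None of 14 alternatives gave *Pcdhb14* an adjusted p under 0.05. Protocadherin beta genes are close in sequence, and counting only uniquely placed reads can leave out those they share. Of 18 protocadherin beta genes tested, 10 were lower in *Nhe6*-knockout cells, with a median log2 fold change of -0.12, and 0 had an adjusted p under 0.05, against 2 with an unadjusted p under 0.05.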

*Cdh13* and *Pcdhb14*, both involved in intercellular connections showed lower expression (Haselton and Heimark, 1997; Bujko et al., 2015). 

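*Smoc1* lies on chromosome 12 of GRCm38 from 81026808 to 81186414 and *Smoc2* on chromosome 17 from 14279506 to 14404790. *Smoc1* had 922 ± 52.2 normalized counts (SD, n = 3) in *Nhe6*-knockout and 3544 ± 1669 (SD, n = 3) in wildtype cells, a log2 fold change of -1.94 (standard error 0.36, adjusted p = 0.109). For *Smoc2* the normalized counts were 953 ± 191 (SD, n = 3) and 2758 ± 623 (SD, n = 3), a log2 fold change of -1.53 (standard error 0.23, adjusted p = 0.0941). Neither gene passed the threshold in edgeR's test with all 6 libraries. Without wildtype replicate 2, the adjusted p was 0.0428 for *Smoc1* and 0.0217 for *Smoc2*. Across 14 alternatives it lay between 2.97e-05 and 0.473 for *Smoc1* and between 2.46e-06 and 0.471 for *Smoc2*.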

Smoc1 and Smoc2, matricellular proteins found in basement membranes promoting endothelial cell proliferation angiogenesis, matrix assembly and cell adhesiveness were also downregulated in *Nhe6*-knockout (Rocnik et al., 2006; Awwad et al., 2015).

### NKCC1 Inhibition Increases Permeability of Blood-Labyrinth Barrier-Derived Endothelial Cell Monolayers

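*Slc12a2* lies on chromosome 18 of GRCm38 from 57878678 to 57946821. Its normalized counts were 2851, 2671 and 2837 in *Nhe6*-knockout replicates 1 to 3 and 4359, 9959 and 3467 in wildtype replicates 1 to 3. The means were 2786 ± 99.98 (SD, n = 3) and 5928 ± 3519 (SD, n = 3), a log2 fold change of -1.09 (standard error 0.39, unadjusted p = 0.0306 and adjusted p = 0.360 from edgeR). Each *Nhe6*-knockout culture had fewer counts of *Slc12a2* than each wildtype culture (exact two-sided permutation test, p = 0.1, the smallest value for 3 against 3). The difference between the means was smaller than the SD of the wildtype cultures.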

Another SC family member, *Slc12a2*, was downregulated in *Nhe6*-knockout-derived endothelial cells on the gene as well on the protein level (Figure 4A). *Slc12a2* encodes NKCC1, an intrinsic membrane protein that transports chloride, sodium, and/or potassium ions across plasma membranes. Therefore, we investigated whether reduced *Slc12a2* expression alone could contribute to the reduced permeability of *Nhe6*-knockout cell monolayers. We treated confluent wildtype BLB-derived endothelial cells with 30 μM bumetanide, an NKCC1 inhibitor known as loop diuretic, for 48 h (Figure 4B). We found an overall downregulation in all tested junctional genes, including *Tjp1*, *F11r*, *Ocln*, *Cdh5*, and *Cldn5.* The most prominent effects were observed in the expression of *Tjp1* and *F11r*, which encode ZO-1 and JAM1, respectively. The same bumetanide treatment also increased permeability in a transwell model of wildtype endothelial cells co-cultured with pericytes (Figure 4C).

**FIGURE 4:**
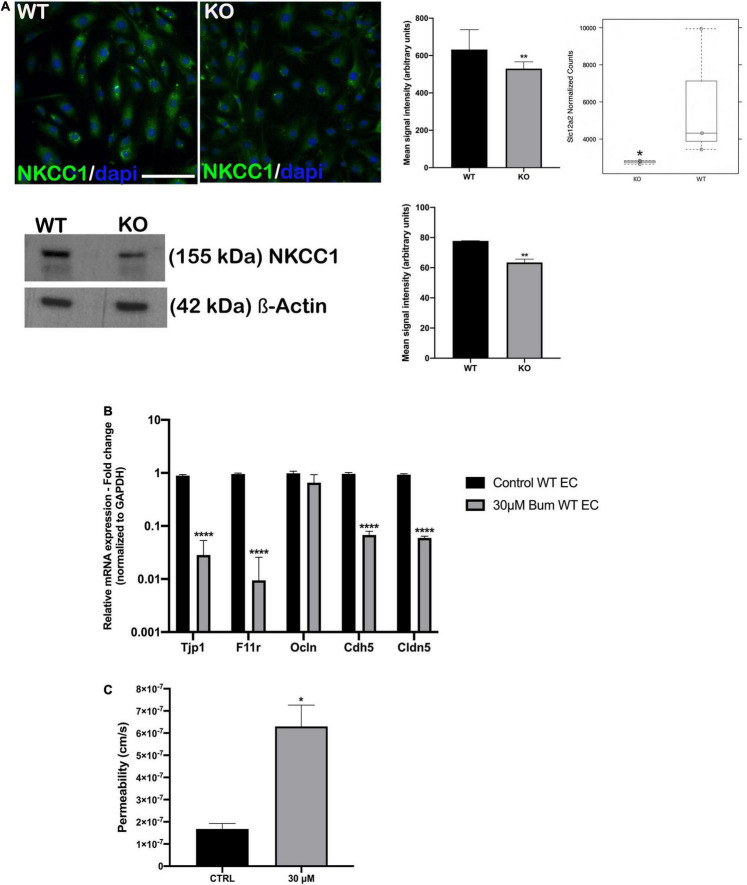
NKCC1 inhibition influences endothelial permeability. **(A, top left panel)** endothelial cells immunostained with anti-NKCC1 antibodies show homogenous protein expression in a primary culture of wildtype (WT) and *Nhe6*-knockout endothelial cells (KO). **(A, middle panel)** NKCC1 immunofluorescence signal quantification. Samples from five mice were pooled per phenotype and experiment; (*n* = 3); Scale bar, 50 μm. Data represent the mean (SD); (*n* = 3); **P < 0.01. **(A, top right panel)** In *Nhe6*-knockout cells (KO), NKCC1 expression was downregulated, compared to WT cells. Data represent the mean ± SD; (*n* = 3); *P < 0.05. **(A, bottom left panel)** Representative western blot image showing decreased NKCC1 protein presence in *Nhe6*-knockout EC cell lysate. **(A, bottom right panel)** western bolt signal quantification. Each endothelial cell culture was obtained from three mice per phenotype and experiment, and individual experiments performed three times (*n* = 3); Data represent the mean (SD); **P < 0.01. **(B)** Relative mRNA expression of the junctional genes after inhibiting NKCC1 with 30 μM bumetanide (bum) in WT endothelial cells (EC). Error bars represent the (SD); (*n* = 3); ****P < 0.0001. **(C)** After inhibiting NKCC1 in WT ECs with 30 μM bumetanide (30 μM), permeability increased compared to untreated control cells (CTRL). Data represent the mean (SD); (*n* = 3). *P < 0.05.

## Discussion

The BLB is crucial in regulating the inner ear ionic homeostasis, transport of fluids and nutrients, and restricting the entry of toxic substances into the inner ear. It possesses an array of enzymes and transporters corresponding to high metabolic demand and robust transport activity (Saito et al., 1997; Yang et al., 2011). As in the brain, various solute carrier transporters are present in BLB managing processes, from the cellular uptake of nutrients to the absorption of drugs and other xenobiotics. Similar to blood–brain barrier (BBB) endothelium of the BLB microvasculature is much tighter than that elsewhere in the body which leads to extremely low overall permeability. Cells associated with BLB endothelium, particularly pericytes and PVM/Ms, appear to be involved in this low permeability (Neng et al., 2013). TJs and AJs are major regulators of vessel permeability. TJs form tight seals between endothelial cells to form a continuous blood vessel wall, and AJs initiate and maintain contact between endothelial cells (Rubin and Staddon, 1999; González-Mariscal et al., 2003). These junctional cells also produce signals that regulate cell growth, apoptosis, and overall vascular homeostasis. Changes in junctional organization could modify the endothelial layer and vessel wall architecture (Dejana, 2004; Gumbiner, 2005).

In the present study, we found that knocking out *Slc9a6* expression in endothelial cells resulted in downregulated expression of *Tjp1*, *F11r*, *Ocln*, *Cdh5*, and *Cldn5* (Figure 1A). The most significant downregulations were in *Cdh5*, *Cldn5*, *and F11r* genes. *Cdh5* encodes VE-cadherin, the major transmembrane protein in the endothelial AJ, and we found a significant decrease in *Nhe6*-knockout derived endothelial cells (Figure 1B). *Tjp1* appeared to be slightly downregulated compared to the three most downregulated genes, and this change was not reflected in ZO1 immunostaining between wildtype and *Nhe6*-knockout (Figure 1C). Claudin and JAM1 proteins are included in the TJ, where they physically associate with their counterparts on the plasma membranes of adjacent endothelial cells (Citi and Cordenonsi, 1998; Martìn-Padura et al., 1998; Rubin and Staddon, 1999; González-Mariscal et al., 2003). Claudins also perform the main barrier function by selectively limiting paracellular ion movement, which produces the high electrical resistance of the barrier (Matter and Balda, 2003; McNeil et al., 2006). Downregulations in claudin-5 and occludin expression were associated with increased BLB permeability in the pathology of noise-induced hearing impairments, although the mechanism remains poorly understood (Wu et al., 2014b). JAMs promote the localization of ZO-1, AF6, CASK, and occludin at points of cell contact (Itoh et al., 2001; Bazzoni and Dejana, 2004).

The BBB TJs contribute to high endothelial electrical resistance and low paracellular permeability and the BLB shows similar properties (Crone and Christensen, 1981; Butt et al., 1990). Followed by decreased expression of the major junctional genes, we investigated functional aspects of the endothelial barrier in *Nhe6*-knockout BLB cell derived transwell model by measuring electrical resistance and permeability. We found that electrical resistance was significantly reduced in *Nhe6*-knockout monolayers, compared to wildtype monolayers, for all mono- and co-culture samples. The most prominent finding was the significant reduction in TEER in the tri-culture model of *Nhe6*-knockout-derived monolayers, compared to wildtype monolayers (Figure 2A). Furthermore, FITC-labeled 70-kDa dextran permeability was significantly increased in monolayers of all three types of *Nhe6*-knockout-derived cultures.

Our results were consistent with previous findings that showed that tri-cultures of endothelial cells, pericytes, and PVM/Ms significantly reduced the permeability of monolayers, compared to endothelial cell monolayers (Neng et al., 2013). In another study, lipopolysaccharides (LPS) were found to induce middle ear inflammation. *In vivo* (animal-based) and *in vitro* (cell line-based) models showed that LPS disrupted BLB integrity by significantly downregulating TJ protein expression, at both the transcript and protein levels. Similar to our findings in *Nhe6*-knockout endothelial cells, they found that LPS reduced the expression levels of VE-cadherin, occludin, and ZO-1 proteins in endothelial cells (Zhang et al., 2015).

Previously, we found that the loss of NHE6 affected hearing. We proposed that this outcome might be due to impaired Trk protein turnover, due to altered endosomal signaling. Many studies in non-neuronal cells have connected endosomal NHE activity with endosomal pH regulation and vesicular traffic control. Endothelial-cell uptake cargos become associated with NHE6-positive compartments within 3 h after endocytosis. Moreover, abolishing Na^+^/H^+^ gradients blocked lysosomal delivery and rerouted traffic to the cell surface (Kondapalli et al., 2014). In addition to their role in trafficking, endosomes serve as platforms where various signaling cascades are being activated or maintained. The endosomal pathway has been shown to play a role in mRNA localization and translation (Baumann et al., 2014). Two key players of the endosomal system are the early and late endosomes, which are associated with Rab5 and Rab7 guanosine triphosphatases, respectively. RNA-bearing Rab7 late endosomes provide sites for local translation. Disruption of Rab7 decreases protein synthesis and mitochondrial integrity (Cioni et al., 2019). In our previous *Nhe6*-knockout study we found no change in Rab5 levels but significantly lower Rab7 (Kucharava et al., 2020). Considering these findings the changes seen on the gene expression and protein level of junctional proteins could be due to decreased Rab7 presence in *Nhe6*-knockout. Thus, we speculated that disrupted endosomal signaling could have contributed to the overall downregulation of junctional gene expression, which, at the protein level, impaired their structural organization and interactions with other junctional proteins that resulted in increased permeability of endothelial layer. For example, in one study, rapid endocytosis of VE-cadherin disrupted the endothelial barrier function (Gavard and Gutkind, 2006). Additionally, the occludin C-terminal domain was crucial in paracellular channel formation and in mediating the endocytosis and trafficking of occludin (Morita et al., 1999; Ivanov et al., 2004; Schmidt et al., 2007).

We found that *Nhe6*-knockout-derived endothelial cells had significantly reduced levels of VE-cadherin and claudin-5, which are endothelial cell-specific junctional proteins (Taddei et al., 2008). Previous studies showed that a claudin-5 deletion did not affect tight junction formation, but it did result in a size-selective increase in permeability (Heiskala et al., 2001; Morganti-Kossmann et al., 2002). Both *in vitro* and *in vivo* studies have shown that VE-cadherin is a crucial component of microvascular integrity (Bazzoni et al., 2000; Nagafuchi, 2001; Ueno, 2007). In addition to the low protein level, our RNAseq assay revealed VE-cadherin as one of the most downregulated genes in *Nhe6*-knockout cells (Figure 3). 

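Among the 6998 genes with a log2 fold change below 0, *Cdh5* ranked 4 by p and 21 by the size of the fold change. *Cldn5*, which encodes claudin-5, had 0 reads in each of the 6 libraries. With 3 counts as the limit that a count of 0 allows, and at least 25587097 reads on genes per library, its transcripts were not detectable. A difference between the genotypes could not be measured at this depth. The PCR may have used other material, since the paper's methods name stria vascularis and spiral ligament for that RNA. From the low transcript and protein levels of VE-cadherin, from the reduced claudin-5 that it reports (*Cldn5* by PCR in Figure 1A), and from published work on both and on vesicular trafficking in endothelial cells, the paper proposes that reduced mRNA and disrupted trafficking of both junctional proteins could be the main reason for the increased permeability, and it states that the exact mechanisms are not fully clear.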

VE-cadherin expression and its clustering at junctions are necessary for the transcriptional upregulation of claudin-5 (Taddei et al., 2008). It was found that NHE6 regulates anti-ICAM/NC-induced actin reorganization and subsequent internalization and vesicular trafficking by endothelial cells, which influences physiological and pathophysiological aspects, including endothelial drug delivery (Muro et al., 2006). Thus, the increased permeability in *Nhe6*-knockout cells could be primarily due to the reduced mRNA levels and disrupted vesicular trafficking of these two junctional proteins. However, the exact mechanisms underlying these effects are not completely clear.

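Across 15 alternative settings for the RNA sequencing of *Slc12a2*, the log2 fold change lay between -1.37 and -0.49, and the adjusted p lay between 0.117 and 0.889. The highest of these log2 fold changes, -0.49 (standard error 0.13), was the value without wildtype replicate 2. The adjusted p was not under 0.05 in any of the 15 settings, which included DESeq2 and limma-voom.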

We also found that *Slc12a2* expression and protein levels were decreased in *Nhe6*-knockout cells (Figure 4A). We mimicked this impairment in wildtype-derived endothelial cells by specifically blocking NKCC1 with a loop diuretic bumetanide. We found that this inhibition downregulated the expression of most junctional genes, except for occludin. The most prominent reductions were in the *Tjp1* and *F11r* genes, which encode ZO1 and JAM1, respectively (Figure 4B). The gene expression pattern after bumetanide treatment differed from the one found in the *Nhe*6-knockout, and this could be due to the fact that we examined only the influence of NKCC1 inhibition for 48 h and not combined effect with the lack of NHE6. When bumetanide was applied in endothelial cell and pericyte co-cultures, permeability increased (Figure 4C). NKCC1 is a Na–K-Cl cotransporter which regulates cellular osmolality, cellular volume, and fluid transport. A NKCC1 deficiency in mice caused impaired sensorineural hearing (Delpire et al., 1999; Dixon et al., 1999; Flagella et al., 1999; Diaz et al., 2007). Moreover, patients that take loop diuretics, which inhibit NKCC1, experience transient hearing loss (Rybak, 1993; Wu et al., 2014a). In many cells, an increased sodium concentration or a perturbation in cell volume leads to actin cytoskeleton reorganization and a weakening of intercellular tight junctions, which increases barrier permeability (Simard et al., 2010).

No previous study has focused on how an NHE6 deficiency might affect BLB function. Studies on blood-brain barrier dysfunction in the setting of ischemic stroke showed that an early event is the stimulation of sodium transporters (i.e., NKCC, NHE), which results in edema and the degradation of constituent TJ proteins and integrins. These events increased the paracellular leak in the barrier (Abdullahi et al., 2018). Thus, enhanced NKCC and NHE expression and activity contributed to increased Na^+^ and Cl^–^ fluxes, and subsequent water influx, through osmosis, across the barrier (Lam et al., 2009; Wallace et al., 2011). Previous reports showed that both NHE6 and NKCC1 were important for normal ion homeostasis within the cochlea. NHE6 was found to interact with the angiotensin receptor subtype 2, which mediates vasodilation. Angiotensin receptor subtype 2 is pH sensitive, pointing to the additional yet unexplored possibility of receptor function regulation by a pH microdomain created through physical interaction with NHE6 (Pulakat et al., 2005; Nagami et al., 2014). Loop diuretics are used as antihypertensives, and by unknown mechanisms, their co-administration with aminoglycosides results in greater entry of aminoglycosides into endolymph (Rybak, 1982; Taylor et al., 2008). Here, we showed that the lack or inhibition of these transporters also affected overall permeability in endothelial BLB-derived cells. Accordingly, they represent potential targets for modifying BLB permeability, which could facilitate the delivery of therapeutics across the BLB to the cochlea or protect the cochlea from ototoxic insults.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196353.

## Ethics Statement

The animal study was reviewed and approved by Kantonales Veterinäramt, Basel, Switzerland.

## Author Contributions

MS-J contributed to conception and design of the study, performed the experiments, analyzed the data, and wrote the first draft of the manuscript. JP performed the experiments, organized the database, and wrote the sections of the manuscript. CS performed the measurements, data acquisition, and analysis. GA and DF contributed to sample preparation and revised the manuscript. DB provided insights and aided in interpreting the results. VP designed the figures, aided in interpreting the results, and revised the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Lack of NHE6 and Inhibition of NKCC1 Associated With Increased Permeability in Blood Labyrinth Barrier-Derived Endothelial Cell Layer
**Source:** Front Cell Neurosci. 2022 Apr 12;16:862119. doi: 10.3389/fncel.2022.862119
**Supplement:** Supplementary Table 1 — List of primer sequences used for qPCR.

| <b>Primer Name</b> | <b>Primer sequences 5'to 3'</b>                                                    |
|--------------------|------------------------------------------------------------------------------------|
| <b>vWf</b>         | forward - CTC TTT GGG GAC GAC TTC ATC<br>reverse - TCC CGA GAA TGG AGA AGG AAC     |
| <b>Slc2a1</b>      | forward - GCA GTT CGG CTA TAA CAC TGG<br>reverse - GCG GTG GTT CCA TGT TTG ATT G   |
| <b>Cd34</b>        | forward - CTG GGT AGC TCT CTG CCT GAT<br>reverse - TGG TAG GAA CTG ATG GGG ATA TT  |
| <b>Des</b>         | forward - GTT TCA GAC TTG ACT CAG GCA G<br>reverse - TCT CGC AGG TGT AGG ACT GG    |
| <b>Pdgfrb</b>      | forward - AGG AGT GAT ACC AGC TTT AGT CC<br>reverse - CCG AGC AGG TCA GAA CAA AGG  |
| <b>Cspg4</b>       | forward - GCT GTC TGT TGA CGG AGT GTT<br>reverse - CGG CTG ATT CCC TTC AGG TAA G   |
| <b>Gsta4</b>       | forward - TAC CTC GCT GCC AAG TAC AAC<br>reverse - GAG CCA CGG CAA TCA TCA TCA     |
| <b>Emr1</b>        | forward - CTG CAC CTG TAA ACG AGG CTT<br>reverse - GCA GAC TGA GTT AGG ACC ACA A   |
| <b>Tjp1</b>        | forward - GCT TTA GCG AAC AGA AGG AGC<br>reverse - TTC ATT TTT CCG AGA CTT CAC CA  |
| <b>F11r</b>        | forward - TCT CTT CAC GTC TAT GAT CCT GG<br>reverse - TTT GAT GGA CTC GTT CTC GGG  |
| <b>Ocln</b>        | forward - TGA AAG TCC ACC TCC TTA CAG A<br>reverse - CCG GAT AAA AAG AGT ACG CTG G |
| <b>Cdh5</b>        | forward - CAC TGC TTT GGG AGC CTT C<br>reverse - GGG GCA GCG ATT CAT TTT TCT       |
| <b>Cldn5</b>       | forward - GCA AGG TGT ATG AAT CTG TGC T<br>reverse - GTC AAG GTA ACA AAG AGT GCC A |
| <b>Gapdh</b>       | forward - TGA CCT CAA CTA CAT GGT CTA CA<br>reverse - CTT CCC ATT CTC GGC CTT G    |

How the deposited data were processed for this re-analysis (not part of the article)

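RNA of primary endothelial cell cultures from the stria vascularis was sequenced in 6 libraries, 3 from *Nhe6*-knockout and 3 from wildtype mice, with 1 library per culture. The authors made poly(A)-enriched stranded libraries, sequenced them with 75 bp reads, and used mm10 (GRCm38) as the reference. The deposited table holds the authors' raw count of reads per gene symbol, without normalization or filtering. The names of its last 5 lines are those that htseq-count gives to reads outside genes, and reads placed at several sites are among them, so the count of a gene holds only uniquely placed reads within that gene. The paper's text names the reference and a standard differential expression analysis but no tool, test or threshold for it. Every column was matched to its culture by genotype and replicate number, and the values were checked to be whole numbers.

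Gene counts per library ranged from 25587097 to 29126232, and the 5 summary lines held 22.2% of all reads in the table. Of 24421 genes, 17769 had a count in at least 1 library. Genes were filtered with filterByExpr (minimum count 10, groups by genotype), which left 13479 genes. Counts were normalized with TMM (factors from 0.976 to 1.03), and the genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The design held the genotype alone, and all 6 libraries were in 1 fit. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Normalized counts are counts per library scaled by TMM to the mean library size, and errors are SDs over 3 cultures. With 3 cultures against 3, the smallest two-sided exact permutation p is 0.1.

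Gene positions were taken from GENCODE M21 on GRCm38, with older symbols matched to current ones, and 13450 of the genes tested (99.8%) had a position. The text may name each gene that the paper names for RNA sequencing (Figure 3A and Figure 3B included), *Slc12a2*, the junction and Rab genes of the paper and the genes of the lists. It may also name up to 5 lower and 5 higher genes with the largest fold changes among those past the threshold, without overlap between genotypes and with a mean of at least 100 normalized counts in 1 genotype. Gene lists were written for endothelial, junction, mural, fibroblast, macrophage, melanocyte, epithelial, glia, muscle and cell cycle genes, and these 10 lists were tested as sets with camera in limma 3.58.1 (preset correlation 0.01), with an estimated correlation and fry as alternatives. Shorter lists of sex, substrain, Rab and sodium and proton transport genes were described gene by gene. The lists, tests, named genes and the alternatives were chosen before the data were examined, apart from those said to be chosen later.

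The alternatives were DESeq2 size factors or upper-quartile normalization in edgeR, no filter beyond 1 count, at least 10 counts in every library, the Wald test of DESeq2 1.42.0 with and without shrunken fold changes, limma-voom, a block for the replicate number, and leaving out each culture in turn. Sums of *Nhe6*-knockout replicates 1 and 2, and offsets with each library's trend on GC content and transcript length, were added after seeing the data. Splits of the 6 libraries into 3 and 3 were enumerated, 10 in all.

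The tests were tried on simulated counts with 200 changed genes. With the spread of the real libraries, edgeR recovered 132 of the 200 genes with 6 wrong calls, DESeq2 recovered 158 with 45 wrong calls, and limma-voom recovered 124 with 5 wrong calls. With a dispersion of 0.01, each of the 3 methods recovered 200 genes, with 14 wrong calls for edgeR, 22 for DESeq2 and 11 for limma-voom. In both simulations camera called a lowered list and did not call an unchanged list. Quantitative PCR, permeability, western blot and bumetanide experiments were not analysed here, because the table holds only the RNA sequencing of untreated cultures.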

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

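The tests on splits of the libraries by direction and by the cell cycle list, on library size and on abundant genes for that list, and on GC content and transcript length were chosen only after the result was seen.

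The paper discusses the downregulated genes, while 4 of the 9 genes with an adjusted p under 0.05 were higher in *Nhe6*-knockout cells, a signal outside the genes it discusses. These were *Gm7120* (log2 fold change 2.36, adjusted p = 0.0133), *Tgfbi* (2.18, adjusted p = 0.0133), *Ptprn* (2.09, adjusted p = 0.0133) and *Cox6b2* (1.79, adjusted p = 0.0416), each higher in 3 of 3 *Nhe6*-knockout cultures. *Tgfbi* had the most counts of these, with 34367 ± 3281 normalized counts (SD, n = 3) in *Nhe6*-knockout and 7580 ± 538 (SD, n = 3) in wildtype cells. With DESeq2, 382 genes were higher. Without wildtype replicate 2 the number was 222, and in each of the other 5 fits without 1 culture it was 0, with 849 to 2015 genes in either direction at an unadjusted p under 0.05. After a correction for each library's trend on GC content and transcript length, *Gm7120* and *Tgfbi* were still past the threshold, with an adjusted p of 0.00304 and 0.0192, which argues against such a trend as the whole cause for these genes. For *Ptprn* and *Cox6b2* the corrected adjusted p was 0.0577, which did not pass the threshold. Their corrected log2 fold changes were 1.9008 and 1.7018, each with an unadjusted p of at most 6.03e-05 in edgeR's test. These stayed close to the uncorrected 2.09 and 1.79, which argues against such a trend as the whole cause for *Ptprn* and *Cox6b2* too. As many genes in one direction were found in 1 of the 10 splits of the 6 libraries, the real one, and the next largest number was 2. Because 3 against 3 give no share under 0.1, a chance difference between the cultures cannot be told apart from the genotype on this count. *Gm7120* lies on chromosome 13 from 119488039 to 119611059, beside *Nnt*, whose lower level is described under the substrain genes. The genotype stays open as an explanation for these genes.

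The 16 listed cell cycle genes, which the paper does not discuss, had a median log2 fold change of 2.46 in *Nhe6*-knockout cells, and each of the 16 had a log2 fold change above 0. For 13 of them each *Nhe6*-knockout culture was above each wildtype culture, against 10% by chance in either direction for independent cultures. The closeness of *Nhe6*-knockout replicates 1 and 2 raises that share. The list had an adjusted p of 5.42e-16 with camera at its preset correlation, 0.0390 with fry and 0.276 with an estimated correlation, so the call holds under fry and not under the estimated correlation. Among the 16 genes, 0 had an adjusted p under 0.05 over all genes tested, against 14 with an unadjusted p under 0.05, 14 adjusted over the list alone and 12 with DESeq2. Without wildtype replicate 2, some of them passed in edgeR's test, such as *Top2a* (adjusted p = 0.0244), *Rrm2* (0.0227) and *Aurkb* (0.0325). Others did not, such as *Ccnb1* (0.0592) and *Pcna* (0.462). The median stayed between 2.19 and 2.69 with each culture left out in turn. Library totals overlapped, with a ratio of the group means of 1.01, and the share of the 10 genes with most counts was at most 5.28% in *Nhe6*-knockout libraries and 4.66% to 6.79% in wildtype libraries, which argues against library size and against a few abundant genes. A median as far from 0 was found in 1 of the 10 splits, the real one, and the next largest was 1.48, but with 10 splits a chance difference between the cultures cannot be told apart from the genotype. A different growth state of the cultures at harvest is consistent with these values. Whether it came from the genotype or from the density and age of the cultures was not tested, since neither is given per culture.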

How the results depend on the processing

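The alternative that sums *Nhe6*-knockout replicates 1 and 2 and the correction for GC content and length were chosen after seeing the data, and the correction gave 8 genes with an adjusted p under 0.05 in place of 9, of which 7 were shared. Where an alternative below changed a result, the cause was not tested unless it is named.

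The log2 fold changes of *Cdh5* and *Slc12a2* kept their direction in every alternative that was run for them. *Slc12a2* had no adjusted p under 0.05 in any of its 15 alternatives. With DESeq2 size factors in edgeR, the same 9 genes were past the threshold, and limma-voom gave 10 genes, 9 of them shared. Upper-quartile normalization gave 13 genes, all 9 included, with 6 lower and 7 higher, and of the lists other than the endothelial and junction lists, 1 passed, the cell cycle list, in place of 2, the cell cycle and macrophage lists. Without a filter beyond 1 count, 21 genes passed (9 lower, 12 higher), among them 7 of the Figure 3A genes, and 1 of these lists passed, the cell cycle list. With at least 10 counts in every library the numbers were also 21 (9 lower, 12 higher), 7 and 1, and the endothelial median turned to 0.10 and the mural median to -0.22, with fewer genes of each list tested.

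DESeq2's Wald test gave 627 genes (245 lower, 382 higher), all 9 included, and all 31 Figure 3A genes. The endothelial median was -0.17 and its adjusted p was 0.00337, in a range of 0.00337 to 0.892 over 15 alternatives. Among other results, DESeq2 brought 32 past the threshold and took 1 below it. With limma-voom the medians of the endothelial (0.47), melanocyte (0.024) and epithelial (0.44) lists turned positive.

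A block for the replicate number gave 2 genes (1 lower, 1 higher), of which 1 was shared, and 1 Figure 3A gene. *Cdh5* (-4.09, adjusted p = 0.0748 in a range of 1.34e-34 to 0.181) no longer passed, the endothelial median was 0.32 and 4 of the other lists passed, the cell cycle, macrophage, fibroblast and glia lists. The replicate numbers did not pair the cultures: the correlation of the deviations from the genotype means was 0.207, -0.189 and 0.111 for replicates 1, 2 and 3.

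Across the 6 fits that each left out 1 culture, 0 to 395 genes passed, with 0 to 173 lower and 0 to 222 higher, and 0 to 20 of the Figure 3A genes. The 395 genes were found without wildtype replicate 2 and held all 9. The other fits gave 1, 1, 0, 4 and 2 genes without *Nhe6*-knockout replicates 1, 2 and 3 and wildtype replicates 1 and 3, against 859, 849, 1371, 2015 and 1922 with an unadjusted p under 0.05. *Cdh5* ranged from -4.37 to -3.83 (adjusted p 0.00548 to 0.179) and passed only without wildtype replicate 1 or 2. The number of lists past the threshold, cell cycle included and endothelial and junction left out, ranged from 1 to 5, with 5 without wildtype replicate 2. The epithelial median ranged from -1.81 to 0.072 and turned positive without wildtype replicate 1. The melanocyte median ranged from -0.77 to 0.19 and turned positive without wildtype replicate 3. *F11r* ranged from -1.48 to 0.39 and turned positive without wildtype replicate 2. Without that culture, 23 other results moved past the threshold and 1 moved below it.

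With *Nhe6*-knockout replicates 1 and 2 summed to 1 sample, 1 gene passed (1 lower, 0 higher), against 847 with an unadjusted p under 0.05, and *Cdh5* (-4.20, adjusted p = 0.181) did not pass. The number of Figure 3A genes among the 31 top lower genes was 11 by p. Ranked by fold change among genes past the threshold of the same fit, it was 25 with DESeq2's shrunken fold change. With edgeR's fold change it was 4, where only 5 genes past the threshold were lower. The junction median of -0.43 had an adjusted p of 0.276 with an estimated correlation and 0.0553 with fry, in a range of 6.80e-05 to 0.276 over 15 alternatives, and with fry 1 of the other lists passed, the cell cycle list. Genes with few counts, such as 13 of the 25 endothelial genes, were below the filter and were not tested in the main fit. Those with 0 reads in every library, such as *Cldn5*, were not tested under any filter.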

Differences from the paper's values

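No test in this part was chosen after the result was seen. The paper's values are from Figure 3B, read by eye, and are compared with edgeR's test on the deposited counts.

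For *Pcdhb14* the paper's log2 fold change is about -0.48 in Fig. 3B, read by eye, against -0.72 here. Of 14 alternatives set before the data were examined, 9 differed from the paper's value by less than their own standard error: upper-quartile normalization, DESeq2 with and without shrunken fold changes, limma-voom, the replicate block, and the fits without *Nhe6*-knockout replicates 1 or 2 and without wildtype replicates 2 or 3. The other 5 did not. Of the 9, DESeq2 without shrunken fold changes (-0.73) and the fit without wildtype replicate 3 (-0.73) were no nearer to the paper's value than the main fit and came under their standard error only because it was larger. The nearest was the fit without wildtype replicate 2 (-0.54).

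The paper's adjusted p values in Fig. 3B, read by eye, are given as their negative log10, and the comparison was made on the p values themselves. For *Fgf11* the paper's value is about 6.6 in Fig. 3B, read by eye, against 1.10 here (adjusted p = 0.0800). For *Cdh5* the paper's value is about 33 in Fig. 3B, read by eye, against 1.88 here (adjusted p = 0.0133), and for *Smoc2* the paper's is about 5.4 in Fig. 3B, read by eye, against 1.03 here (adjusted p = 0.0941). None of the 14 alternatives set before the data were examined came within 1.5 times of the paper's p value for these genes. The nearest were DESeq2 without and with shrunken fold changes, with a negative log10 of 6.96 and 6.98 for *Fgf11*, 33.9 and 33.9 for *Cdh5* and 5.61 and 5.60 for *Smoc2*. On the negative log10 scale these values lie within 1.5 times of the paper's. With both, these genes had an adjusted p under 0.05. Over the 14 alternatives the adjusted p ranged from 1.05e-07 to 0.471 for *Fgf11*, from 1.34e-34 to 0.179 for *Cdh5* and from 2.46e-06 to 0.471 for *Smoc2*. *Fgf11* and *Smoc2* also had an adjusted p under 0.05 without wildtype replicate 2, at 0.0346 and 0.0217.

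For *Cdh13* the paper's negative log10 of the adjusted p is about 1.7 in Fig. 3B, read by eye, against 0.674 here (adjusted p = 0.212). For *Pcdhb14* the paper's value is about 0.89 in Fig. 3B, read by eye, against 0.521 here (adjusted p = 0.301), and for *Smoc1* the paper's is about 4.5 in Fig. 3B, read by eye, against 0.964 here (adjusted p = 0.109). For these genes 2 of the 14 alternatives set before the data were examined came within 1.5 times of the paper's p value, DESeq2 without and with shrunken fold changes, with adjusted p of 0.0209 and 0.0214 for *Cdh13*, 0.125 and 0.125 for *Pcdhb14* and 2.97e-05 and 3.20e-05 for *Smoc1*. The other 12 did not. *Smoc1* also had an adjusted p under 0.05 without wildtype replicate 2, at 0.0428. The ranges over the alternatives were 0.0209 to 0.682 for *Cdh13*, 0.125 to 0.863 for *Pcdhb14* and 2.97e-05 to 0.473 for *Smoc1*.

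The paper gives *Slc12a2* as lower in *Nhe6*-knockout cells and marks the difference in its normalized counts with a star in Figure 4A. The legend sets the limit for the star at 0.05 and states no adjustment over genes. Here the direction was the same, and the unadjusted p was 0.0306 in edgeR's test and 0.00800 with DESeq2. Adjusted over all genes tested, the p was 0.360, and none of the 15 alternatives gave an adjusted p under 0.05.

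The paper presents the Figure 3A genes as the most downregulated genes, in a heatmap that holds 31 symbols. Here 11 of them were among the 31 lower genes with the smallest p. By DESeq2's shrunken fold change, 25 were among the 31 lowest of the genes with an adjusted p under 0.05 in that fit. The number with an adjusted p under 0.05 was 4 here, 31 with DESeq2, 20 without wildtype replicate 2, and 7 with each of the other filters on low counts. Across 13 alternatives it ranged from 0 to 31. Of the Figure 3B genes, 1 had an adjusted p under 0.05 here, 5 with DESeq2 and 4 without wildtype replicate 2.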

Other observations

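The tests on GC content and transcript length, on the size of the changes in sex genes, on splits by the Figure 3A genes and by the junction list, on wildtype replicate 2 and on the pair of *Nhe6*-knockout replicates 1 and 2 were chosen only after the result was seen.

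The 9 genes with an adjusted p under 0.05 were compared with the other splits of the 6 libraries into 3 and 3. As many genes were found in 1 of the 10 splits, the real one, and the next largest number was 2. Of the Figure 3A genes, as many were past the threshold in 1 of the 10 splits, the real one. With 10 splits the share is never under 0.1, so for both counts a chance difference between the cultures cannot be told apart from the genotype. The next largest split by DESeq2 gave 309 genes against the real 627. The library totals of the genotypes overlapped, with a ratio of the means of 1.01, which argues against library size. The normalized counts of 4 Y genes, *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*, overlapped between the genotypes, but wildtype replicate 2 had few counts of each. *Xist* was higher in each *Nhe6*-knockout culture (40370 to 45690 normalized counts) than in each wildtype culture (17102 to 36303), with an adjusted p of 0.573. When this culture was left out the Y genes still overlapped, and all 4 were lower in *Nhe6*-knockout cells, with log2 fold changes of -0.67 (*Ddx3y*, standard error 0.28), -0.43 (*Kdm5d*), -0.42 (*Uty*) and -0.11 (*Eif2s3y*), while *Xist* had 0.66. A different sex mix of the pooled pups thus cannot be told apart from equal mixes. A transcript present in one sex alone would move with the share of that sex, as these genes do, by at most 0.67 in size, while the 9 genes changed by at least 1.51 (*Nnt*, standard error 0.12) in the same fit, a gap of 2.81 standard errors. This argues against the sex mix as the whole cause for the 9 genes. A different growth state stays open, since the cell cycle list moved as a set (adjusted p = 5.42e-16 with camera, 0.276 with an estimated correlation), and the effect of the genotype itself cannot be parted from it here.

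After removal of each library's trend on GC content and transcript length, *Hprt*, *Cdh5*, *Wdfy1*, *Nnt*, *Gm7120* and *Tgfbi* had adjusted p values of at most 0.0226, with a median shift of 0.04 in the log2 fold changes of 13405 genes. This argues against such a trend as the whole cause for these 6 genes.

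Whether *Cdh5* fell with other endothelial genes was read from a list of 25, of which 3 are on another list too and 2, *Cdh5* and *Thbd*, were picked by the study from these libraries. Of the 25 genes, 12 were tested, with a median log2 fold change of -0.16 (camera adjusted p = 0.465). A median as far from 0 was found in 10 of 10 splits. The other 13 genes were below the filter, and 10 of these had at most 10 normalized counts in each wildtype library. Fewer endothelial cells in the *Nhe6*-knockout cultures would lower the listed genes together with *Cdh5*, if the same cells expressed them. Without *Cdh5* and *Thbd*, 9 of the 10 tested genes had a log2 fold change more than 2 standard errors above that of *Cdh5*. Among them were the abundant genes *Emcn* (0.68, adjusted p = 0.853, and 0.11 without wildtype replicate 2) and *Eng* (0.76, adjusted p = 0.658, and 0.33 without that culture). These values argue against a loss of the cells that expressed these genes as the whole cause. They cannot exclude a loss of the cells that expressed *Cdh5*. *Emcn* had 410 normalized counts in wildtype replicate 2, where *Cdh5* had its most (5200), so the 2 genes did not move together across cultures. Other endothelial genes, such as *Pecam1* (at most 8 reads) and *Cldn5* (0 reads), were too low to test. The median log2 fold change of the 10 genes was 0.13, with 4 lower, such as *Flt1* (-1.79, adjusted p = 0.242) and *Cd34* (-1.17, adjusted p = 0.498), and others higher, such as *Clec14a* (1.85, adjusted p = 0.123). Without wildtype replicate 2, *Flt1* was at -1.04, *Cd34* at -0.20 and *Clec14a* at 1.57. In that fit *Kdr* turned from -0.42 to 2.20 and *Tek* had 1.68 (adjusted p = 0.0342). *Egfl7* (-0.12) and *Plvap* (-0.37) turned negative. Because the members went both ways, a lower expression of *Cdh5* within endothelial cells, beside unchanged other endothelial genes, cannot be told apart from a change in several of them. The genotype stays open as an explanation for *Cdh5*.

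Of 35 junction genes, 5 are on another list and 3 were picked by the study from these libraries. The 28 tested genes had a median log2 fold change of -0.43, and 22 were lower. The list passed with camera (adjusted p = 0.0135) and did not pass with fry (0.0553) or with an estimated correlation (0.276). A median as far from 0 was found in 2 of the 10 splits, so a chance difference between the cultures cannot be told apart from the genotype. Of the junction genes that the paper measured by PCR, *Tjp1* had a log2 fold change of -0.73 (adjusted p = 0.616) with all libraries. With each culture left out in turn it lay between -1.10 and -0.05, and its wildtype normalized counts were 8961, 4895 and 19677. *F11r* had -1.03 (adjusted p = 0.687) with all libraries and 0.39 without wildtype replicate 2. *Ocln*, with 4 to 23 reads per library, and *Cldn5*, with 0, were below the filter. The paper's methods name stria vascularis and spiral ligament as the source of the PCR RNA, while its figure legend names cells. The PCR material may thus differ from these cultures. *Rab5a* (-0.25, adjusted p = 0.534), *Rab5b* (-0.36, adjusted p = 0.459), *Rab5c* (0.01, adjusted p = 0.982) and *Rab7* (-0.36, adjusted p = 0.478) did not pass the threshold.

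The lists of other cell types gave these medians. The mural list (13 of 15 genes tested, 1 shared with another list) had 0.51 (camera adjusted p = 0.121), and the fibroblast list (15 of 15) had 0.23 (0.0951). The macrophage list (13 of 15) had 0.70 (0.0350), which did not hold under fry (0.490) or an estimated correlation (0.602), and the median was 0.06 without wildtype replicate 2. The melanocyte list (4 of 12) had -0.38 (0.767), the epithelial list (9 of 15, 2 shared) had -0.59 (0.694) and the glia list (6 of 10) had -0.61 (0.0951). The muscle list (4 of 15, 1 shared, 2 picked by the study) had -1.62 (0.121), and with *Mybpc1*, which had at most 3 counts in each *Nhe6*-knockout library, at its bound, the median was also -1.62. Of the sodium and proton transport genes, *Slc9a9* (-0.85, adjusted p = 0.327) and *Slc9a2* (-1.56, adjusted p = 0.265) were lower in each *Nhe6*-knockout culture, while *Slc9a5*, *Slc9a7*, *Slc9a8*, *Slc12a4* and *Slc12a7* overlapped between the genotypes and *Slc9a3* had 0 reads.

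The paper and the sample labels name different C57BL/6 substrains, but each source gives both genotypes the same substrain. Neither source thus records a difference in substrain between the genotypes. Such a difference remains a candidate explanation for the lower *Wdfy1*. *Nnt*, on the same list of substrain genes, was lower in each *Nhe6*-knockout culture, with 1298 ± 85.9 against 3962 ± 495 normalized counts (SD, n = 3 each), a log2 fold change of -1.61 (standard error 0.14, adjusted p = 0.0226). This is consistent with different substrains. The other genes tested did not pass: *Ide* had 0.05 (adjusted p = 0.927) and *Cyfip2* had -1.03 (adjusted p = 0.751), so 1 of 3 genes besides *Wdfy1* passed. Without wildtype replicate 2, which had 81.5 normalized counts of *Cyfip2* against 2165 and 2622 in the other wildtype cultures, *Cyfip2* had -1.59 (adjusted p = 0.0226). The breeding of the mice is not given per culture, and the genotype stays open as an explanation for both genes.

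Wildtype replicate 2 lay apart from the other libraries on the first principal component (50.2% of the variance). Its 27367007 gene counts lie among those of the other libraries, which argues against depth, and its 2984 normalized counts of *Hprt*, against 1834 and 2331 in the other wildtype cultures and 12.7 to 17.7 in *Nhe6*-knockout cultures, argue against an exchange with a *Nhe6*-knockout sample. A different mix of cells may have contributed. The macrophage list was at a median log2 difference of -4.64 from the other wildtype cultures on log2 counts with a prior count (*Lyz2* 29.9 against 1242 and 1926 normalized counts), the epithelial list at -5.15, the fibroblast list at 0.72 (*Col1a1* 27187 against 207 and 213) and the endothelial list at 1.22, with *Emcn* in the other direction (410 against 13413 and 14730). The mural list was at -0.50, with *Acta2* in the other direction (16275 against 29.3 and 70.6). Its Y genes were lower too, with 272 normalized counts of *Ddx3y* against 1447 and 2371, and a different sex mix of this pool stays open. With 1 library and no label on composition, the mix of cells cannot be told apart from a different state of the same cells. No biological explanation was tested, since the design gives none for 1 wildtype culture.

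The counts of *Nhe6*-knockout replicates 1 and 2 were closer than those of any other pair. The mean chi-square of their counts was 4.91, where sampling noise alone gives 1, which argues against 1 library sequenced in parts. The other pairs of one genotype had values from 90.1 to 398. Libraries from 1 culture, or cultures started together, cannot be told apart from separate cultures that happened to be alike, since no label gives the culture dates. Summed to 1 sample, these replicates left 1 gene with an adjusted p under 0.05, against 847 with an unadjusted p under 0.05. No biological explanation was tested.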
